A study of Homo sapiens with 6 samples. Its data were reported in "Reconstruction of gene regulatory networks reveals chromatin remodelers and key transcription factors in tumorigenesis" (2016).

How the data were processed

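Total RNA from BJ, BJEL and BJELM cells was measured on Affymetrix Gene ST arrays, which read probes along the whole transcript after random-primed labelling. Each cell line has 2 arrays, numbered replicates 1 and 2 and described as biological replicates, so that 6 arrays form 3 groups named by cell line. BJEL cells were grown with G-418 and hygromycin, and BJELM cells also with puromycin and, continuously, with 4-hydroxytamoxifen, so these additions cannot be separated from the introduced genes. No treatment times or other batches are named.

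The authors made the deposited log2 signals from the array scans of all 6 arrays together, with RMA at default settings in Affymetrix Expression Console 1.3.1 per the submitters' processing notes. RMA corrects background, sets all arrays to the same distribution and summarizes the probes of each probe set into 1 log2 signal. The deposited table holds 33297 probe sets, 0 missing values and 0 pairs of identical arrays, and arrays were not averaged. An array has no count depth, and the number of arrays limits the precision.

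Gene names came from a table of the array's probes, which lists 21214 of the probe sets. Of these, 19460 have 1 gene symbol and 1754 have several, and 12083 probe sets are not listed. A gene was represented by its probe set with 1 symbol and the highest mean over the 6 arrays, which gave 18417 genes, 769 of them with more than 1 probe set. Symbols, chromosomes and gene order were taken from the RefSeq annotation of GRCh38.p14, where 18389 genes matched by Entrez ID. The genome build of the array annotation is not stated, so positions served for gene order alone. The same 6 values were shared by 2 genes. Chromatin immunoprecipitation and genotyping data of the study were not used here.

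Differences were estimated with limma 3.58.1 in R 4.3.3 on all 6 arrays in 1 fit with a mean per cell line and no other term, for BJEL against BJ, BJELM against BJ and BJELM against BJEL, with two-sided moderated tests. The fit has 3 residual degrees of freedom, to which the prior adds 3.13. Adjusted p-values are Benjamini-Hochberg values over the 18417 genes of a comparison. A gene was called where the adjusted p was under 0.05 and the fold change at least 2. On simulated data of the same size, with BJEL or BJELM changed, 95.0% of genes changed by 1.2 on the log2 scale were recovered in BJEL against BJ, 90.0% in BJELM against BJ and 94.5% in BJELM against BJEL, all genes changed by 2 were recovered, and 0, 1 and 1 unchanged genes were called.

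The following choices were made before the data were examined. The 34 gene lists hold 964 entries, of which 879 were measured, and the 33 lists with at least 5 measured genes were tested with camera at a preset inter-gene correlation of 0.01, adjusted over the 99 tests of lists and comparisons. Members were also counted with p-values adjusted over the list alone. The same test was run with an estimated correlation, and fry was run beside it. In simulated data 0 of 100 unchanged lists were called in each comparison. No correlation between list members is given for that simulation. It therefore does not show how often an unchanged list of co-regulated genes would be called. Genes were named by rule: the 10 largest rises and falls per comparison among called genes at or above the median level of 7.26 whose groups do not overlap, with unnamed loci left out, MYC and TERT, the genes named by the study, and from each list up to 4 called members with the largest change or, where there were none, 2 members. Chromosomes 1 to 22 were each tested against the other genes with camera, since the annotation gives no arms. Genes were grouped by their calls in both comparisons with BJ, with 100 simulations of unchanged groups that share control arrays.

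Alternatives were to leave out each array in turn, to fit only the 2 groups compared, to fit the replicate block, to normalize by quantiles or medians, to use an intensity trend with a robust prior, to filter dim genes at the median level or at a group mean of 6, to test every probe set, to leave out shared list members, to change the thresholds, and to use the methods' t-test for unequal variances in its plain form, without the study's modification of it. The groups are too small to look for outlying arrays by rule or to compare other splits of the arrays.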

Results

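Gene expression was measured on 6 arrays of 3 near isogenic human cell lines, with 2 biological replicates per cell line. BJ are primary foreskin fibroblasts. BJEL derive from BJ and carry hTERT, telomerase's catalytic component, together with the SV40 early region, whose large T antigen binds the tumor suppressors RB and p53. BJELM derive from BJEL and carry MYC fused to an estrogen receptor domain, kept active with 4-hydroxytamoxifen. Values are log2 probe set signals, and 18417 genes were compared. Array medians lay between 6.37 and 6.46. The Pearson correlation across genes was 0.995 between the BJ arrays, 0.994 between the BJEL arrays and 0.993 between the BJELM arrays, and between cell lines it ranged from 0.943 to 0.981. Genes are not independent replicates, so these correlations describe the arrays only, and the number of arrays limits the precision of every value. In what follows a gene rose or fell where the adjusted p from limma was under 0.05 with a change of at least 2-fold, and changes are log2 fold changes ± SE with n = 2 arrays per cell line.

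The first question was whether the introduced genes were seen. TERT (Entrez 7015, probe set 8110783) had a signal of 7.82 ± 0.076 in BJ, 10.84 ± 0.18 in BJEL and 10.81 ± 0.041 on the arrays labelled BJELM (SD, n = 2). It rose by 3.02 ± 0.11 in BJEL (adjusted p = 0.000156) and by 2.99 ± 0.11 in BJELM (adjusted p = 8.44e-05), each against BJ. MYC (Entrez 4609, probe set 8148317) had a signal of 9.54 ± 0.098 in BJ, 10.17 ± 0.072 in BJEL and 9.24 ± 0.47 on the arrays labelled BJELM (SD, n = 2). The difference from BJ was 0.63 ± 0.21, adjusted p = 0.0994 in BJEL and -0.30 ± 0.21, adjusted p = 0.393 on the arrays labelled BJELM, neither past the test, and without BJELM replicate 2 the latter was 0.036 (adjusted p = 0.884). Against BJEL, MYC stood -0.93 ± 0.21, adjusted p = 0.0444 on the arrays labelled BJELM, under the fold minimum. Without BJELM replicate 1 the difference was larger in size, at -1.27. It was smaller in size without BJELM replicate 2, since BJELM replicate 1 had a MYC signal of 9.57 against 10.22 and 10.12 on the BJEL arrays. The MYC signal thus went against the label BJELM, and every direction drawn from that label below is a difference between the arrays labelled so. CCND2 (Entrez 894, probe set 7953200), which encodes cyclin D2 and is a textbook MYC target, rose by 5.68 ± 0.18 from BJEL to the arrays labelled BJELM (adjusted p = 0.00024).

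**Figure D1:**
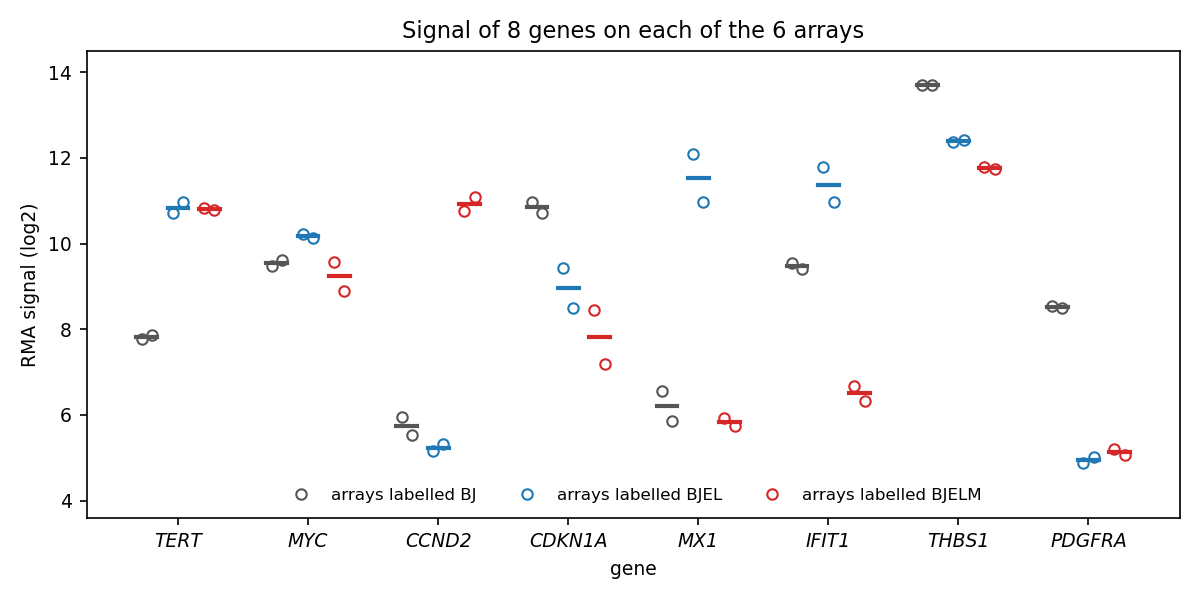
Log2 signal (vertical axis) of 8 genes (horizontal axis) on each of the 6 arrays, where open circles are single arrays, bars are the means of the 2 arrays of a cell line, and colors mark the labels BJ, BJEL and BJELM. TERT lies near 10.8 in both derived lines against 7.82 in BJ, CCND2 averages 10.92 on the arrays labelled BJELM against 5.24 in BJEL, and MYC averages 9.24 on the arrays labelled BJELM against 10.17 in BJEL.

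The comparison of BJEL with BJ asks what changed in the pre-transformation step. In BJEL, genes of the interferon response and of the cell cycle were higher than in BJ, and genes of the extracellular matrix and of fibroblast identity were lower. These list medians passed camera with the preset correlation and not with an estimated correlation (adjusted p = 0.292 to adjusted p = 0.379). In all, 954 genes passed (5.18% of those tested), of which 533 rose and 421 fell, against 231 and 234 by the methods' t-test at unadjusted p. Among genes at or above the median level, the largest rises were those of BST2 (5.32 ± 0.42, adjusted p = 0.00118), a membrane protein that holds back budding viruses, and MX1 (5.31 ± 0.39, adjusted p = 0.00102), an antiviral GTPase. ELOVL2, a fatty acid elongase, rose by 3.98 ± 0.10 (adjusted p = 6.58e-05). The largest falls among genes at or above that level were those of SULF1, an extracellular heparan sulfate sulfatase (-5.83 ± 0.22, adjusted p = 0.000156), and CEMIP, a hyaluronan-binding protein (-5.17 ± 0.12, adjusted p = 4.96e-05).

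Of the 51 measured genes of DNA replication and S phase, 38 rose in BJEL (39 adjusted over the list alone; median 1.297, camera adjusted p = 6.41e-30, adjusted p = 0.292 with an estimated correlation). CDC6, which loads the replicative helicase, rose by 2.28 ± 0.22 (adjusted p = 0.00205), and ORC6, a subunit of the origin recognition complex, by 2.00 ± 0.12 (adjusted p = 0.000634). Mitosis genes rose in 28 of 48 cases (28 adjusted over the list alone; median 1.10, camera adjusted p = 2.79e-26, adjusted p = 0.335 with an estimated correlation), among them the phosphatase CDC25A (2.05 ± 0.16, adjusted p = 0.00118) and the spindle checkpoint kinase TTK (1.52 ± 0.14, adjusted p = 0.00173). Among p53 target genes 10 of 24 fell (10 adjusted over the list alone; median -0.65, camera adjusted p = 8.07e-07, adjusted p = 0.379 with an estimated correlation). ZMAT3 changed by -2.56 ± 0.10, adjusted p = 0.000192, and SPATA18, a regulator of mitochondrial quality, by -1.92 ± 0.15, adjusted p = 0.00113. CDKN1A, the p21 inhibitor of cyclin-dependent kinases, changed by -1.88 ± 0.46, adjusted p = 0.0379, a call lost without BJ replicate 1 (-1.75, adjusted p = 0.173), BJ replicate 2 (-2.01, adjusted p = 0.107), BJEL replicate 1 (-2.34, adjusted p = 0.0613) or BJEL replicate 2 (-1.42, adjusted p = 0.152). Leaving out 1 array, 17 to 35 mitosis genes and 4 to 10 p53 target genes were called.

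Interferon-stimulated genes rose in BJEL in 38 of 48 cases (42 adjusted over the list alone; median 2.25, camera adjusted p = 2.34e-26, adjusted p = 0.37 with an estimated correlation). RSAD2, an antiviral enzyme, rose by 5.77 ± 0.45 (adjusted p = 0.00119), and IFI44L by 5.60 ± 0.34 (adjusted p = 0.000664). Class I antigen presentation genes rose in 4 of 13 cases (5 adjusted over the list alone; median 0.75, camera adjusted p = 0.000317, adjusted p = 0.469 with an estimated correlation), including the immunoproteasome subunit PSMB8 (1.62 ± 0.25, adjusted p = 0.00831), and the list's call was lost by fry (adjusted p = 0.0668). Among 24 cytokines and chemokines 2 rose and 1 fell (2 and 1 adjusted over the list alone; median 0.028, camera adjusted p = 0.67), and the neutrophil attractant CXCL8 rose by 1.98 ± 0.19 (adjusted p = 0.00205). In the TRAIL apoptosis pathway 1 of 20 genes rose and 2 fell (1 and 2 adjusted over the list alone; median 0.0038, camera adjusted p = 0.975). The decoy receptors TNFRSF11B (-3.74 ± 0.16, adjusted p = 0.00022) and TNFRSF10D (-1.93 ± 0.14, adjusted p = 0.001) were those that fell. Leaving out 1 array, the called members numbered 2 to 7 for class I antigen presentation and 1 to 3 for cytokines and chemokines.

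Extracellular matrix genes fell in BJEL in 20 of 45 cases (20 adjusted over the list alone; median -0.95, camera adjusted p = 2.63e-16, adjusted p = 0.379 with an estimated correlation). MFAP5, a microfibril component, changed by -5.32 ± 0.29, adjusted p = 0.000476, FBLN5, an elastic fiber protein, by -3.50 ± 0.11, adjusted p = 0.000116, and the fibroblast surface protease FAP by -3.45 ± 0.26, adjusted p = 0.00106. Fibroblast identity genes fell in 8 of 26 cases (8 adjusted over the list alone; median -0.69, camera adjusted p = 1.62e-08, adjusted p = 0.317 with an estimated correlation), among them the growth factor receptor PDGFRA (-3.57 ± 0.098, adjusted p = 7.81e-05) and the mesenchymal transcription factor PRRX1 (-2.04 ± 0.11, adjusted p = 0.000427). The exception was the limb and skin transcription factor TBX15 (1.17 ± 0.14, adjusted p = 0.00363), which rose, though without BJEL replicate 1 it stood at 0.97, adjusted p = 0.0152, under the fold minimum. Smooth muscle and SRF target genes fell in 7 of 20 cases (7 adjusted over the list alone; median -0.47, camera adjusted p = 1.82e-05, adjusted p = 0.511 with an estimated correlation), including SYNPO2 (-3.00 ± 0.11, adjusted p = 0.000156) and LMOD1 (-2.72 ± 0.28, adjusted p = 0.00246). In that list ACTG2, a smooth muscle actin named after its values were seen, rose (1.85 ± 0.45, adjusted p = 0.0388), a call lost without BJ replicate 2 (1.21, adjusted p = 0.102), BJEL replicate 1 (1.90, adjusted p = 0.147) or BJEL replicate 2 (1.81, adjusted p = 0.138). TGF-beta signalling genes fell in 7 of 18 cases (7 adjusted over the list alone; median -0.67, camera adjusted p = 1.11e-08, adjusted p = 0.321 with an estimated correlation), such as the latent TGF-beta binding protein LTBP2 (-2.68 ± 0.12, adjusted p = 0.000229), while the ligand TGFB2 rose by 1.59 ± 0.22 (adjusted p = 0.00622). Of the angiogenesis inhibitors 4 of 11 fell (4 adjusted over the list alone; median -0.83, camera adjusted p = 9.60e-07, adjusted p = 0.253 with an estimated correlation), and thrombospondin 1 (THBS1) changed by -1.30 ± 0.079, adjusted p = 0.00066. Among angiogenesis promoters KITLG alone fell (-1.60 ± 0.11, adjusted p = 0.000779), 1 of 14 genes with 1 adjusted over the list alone (median -0.44, camera adjusted p = 0.000314, adjusted p = 0.253 with an estimated correlation). Leaving out 1 array, 5 to 9 fibroblast identity genes, 5 to 8 smooth muscle genes and 1 to 2 angiogenesis promoters were called.

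Ribosome biogenesis genes rose in BJEL in 1 of 69 cases (1 adjusted over the list alone; median 0.56, camera adjusted p = 2.26e-20, adjusted p = 0.147 with an estimated correlation), the gene being NOC3L (1.14 ± 0.13, adjusted p = 0.00343). Other MYC target genes rose in 3 of 27 cases (3 adjusted over the list alone; median 0.35, camera adjusted p = 1.00e-05, adjusted p = 0.228 with an estimated correlation), with the RNA polymerase III subunit POLR3G at 1.92 ± 0.13, adjusted p = 0.000819. Nucleotide and one-carbon metabolism genes rose in 3 of 21 cases (3 adjusted over the list alone; median 0.61, camera adjusted p = 1.68e-07, adjusted p = 0.253 with an estimated correlation), led by PPAT, the first enzyme of purine synthesis (1.28 ± 0.18, adjusted p = 0.00617). In cholesterol synthesis 1 of 18 genes rose (1 adjusted over the list alone; median 0.46, camera adjusted p = 1.03e-05, adjusted p = 0.263 with an estimated correlation). Chromatin writers rose in 4 of 55 cases (4 adjusted over the list alone; median 0.25, camera adjusted p = 1.98e-05, adjusted p = 0.353 with an estimated correlation), such as the Polycomb-like protein MTF2 (1.59 ± 0.10, adjusted p = 0.000734). Chromatin readers and remodelers rose in 5 of 68 cases (5 adjusted over the list alone; median 0.14, camera adjusted p = 7.82e-05, adjusted p = 0.365 with an estimated correlation), among them the Polycomb protein SCML2 (2.12 ± 0.15, adjusted p = 0.001) and the helicase HELLS (1.49 ± 0.12, adjusted p = 0.00134). Chromatin erasers fell in 1 of 40 cases (1 adjusted over the list alone; median 0.015, camera adjusted p = 0.765). Among genes named by the study 4 of 26 rose and 3 fell (4 and 3 adjusted over the list alone; median 0.60, camera adjusted p = 0.00197, adjusted p = 0.263 with an estimated correlation), and since the study chose them on these samples, this is not independent evidence of their direction. The counts that moved by over 1.5 times with 1 array left out were 1 to 3 for ribosome biogenesis, 0 to 1 for cholesterol synthesis, 2 to 7 for chromatin writers and 0 to 1 for chromatin erasers.

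In 12 further lists, with 189 genes between them, limma called 0 genes in BJEL, while 38 had an unadjusted p under 0.05, 15 had an adjusted p under 0.05 below the fold minimum, and the methods' t-test with a 2-fold minimum called 0. With 1 array left out, 0 to 1 HOX genes, 0 to 1 epithelial markers and 0 to 1 control genes were called. Their medians were 0.035 for cytosolic ribosomal proteins, 0.15 for aminoacyl-tRNA synthetases, 0.13 for glycolysis, -0.081 for HOX genes, 0.097 for immediate-early genes, 0.12 for heat shock genes and 0.14 for control genes. The medians of markers of other cell types were -0.17 for epithelial, -0.074 for endothelial, -0.018 for leukocyte, 0.028 for melanocyte and -0.028 for pluripotency markers. The lowest camera adjusted p among these lists was 0.0506, for epithelial markers, where KRT19 stood at -1.31 ± 0.37, adjusted p = 0.0611. That list passed without BJEL replicate 1 (median -0.12, adjusted p = 0.0309), with genes at or above the median level (median -0.57, adjusted p = 0.0217), with genes above the group mean floor (median -0.54, adjusted p = 0.0109) and by fry (adjusted p = 0.0122), and glycolysis passed without BJEL replicate 2 (median 0.19, adjusted p = 0.0253).

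The comparison of BJELM with BJ spans both steps. On the arrays labelled BJELM, genes of ribosome biogenesis, nucleotide synthesis and DNA replication were higher than in BJ, and genes of the extracellular matrix, smooth muscle and both the inhibitors and the promoters of angiogenesis were lower. With an estimated correlation these lists did not pass (adjusted p = 0.147 to adjusted p = 0.46). Here 1619 genes passed (8.79% of those tested), of which 753 rose and 866 fell. Rises outnumbered falls with median centring (833 and 812), with every probe set tested (965 and 926), with no fold minimum (2790 and 2405) and without BJELM replicate 2 (807 and 727), so the excess of falls depends on these choices. CCND2 had the largest rise among genes at or above the median level (5.18 ± 0.18, adjusted p = 7.46e-05), followed by CXCL8 (4.26 ± 0.19, adjusted p = 0.000123) and JAM2, an endothelial-type adhesion molecule (3.61 ± 0.17, adjusted p = 0.000148). The largest falls at or above that level were again those of SULF1 (-7.05 ± 0.22, adjusted p = 5.74e-05) and CEMIP (-6.51 ± 0.12, adjusted p = 1.49e-05), and the insulin-like growth factor binding protein IGFBP5 changed by -4.99 ± 0.50, adjusted p = 0.00114.

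Ribosome biogenesis genes rose on the arrays labelled BJELM in 38 of 69 cases (38 adjusted over the list alone; median 1.02, camera adjusted p = 1.12e-26, adjusted p = 0.147 with an estimated correlation). Examples are the RNA helicases DDX10 (1.88 ± 0.082, adjusted p = 0.000113) and DHX33 (1.74 ± 0.098, adjusted p = 0.000231). Other MYC target genes rose in 13 of 27 cases (13 adjusted over the list alone; median 0.95, camera adjusted p = 1.28e-11, adjusted p = 0.147 with an estimated correlation), with POLR3G at 3.36 ± 0.13, adjusted p = 8.75e-05 and the mitochondrial transcription factor TFAM at 1.96 ± 0.14, adjusted p = 0.000431. Nucleotide and one-carbon metabolism genes rose in 11 of 21 cases (11 adjusted over the list alone; median 1.01, camera adjusted p = 1.04e-11, adjusted p = 0.232 with an estimated correlation), with PPAT at 2.17 ± 0.18, adjusted p = 0.000645 and UMPS, an enzyme of pyrimidine synthesis, at 1.71 ± 0.09, adjusted p = 0.000184. In cholesterol synthesis 3 of 18 genes rose (3 adjusted over the list alone; median 0.78, camera adjusted p = 1.19e-05, adjusted p = 0.263 with an estimated correlation), including HMGCS1 (1.53 ± 0.10, adjusted p = 0.000364). The aminoacyl-tRNA synthetase KARS1 rose (1.15 ± 0.092, adjusted p = 0.000601), 1 of 19 of its list (1 adjusted over the list alone; median 0.32, camera adjusted p = 0.0107, adjusted p = 0.395 with an estimated correlation), and the list's call was lost without BJELM replicate 1 (median 0.28, adjusted p = 0.0767) and with genes at or above the median level (median 0.32, adjusted p = 0.0552). Cytosolic ribosomal proteins rose in 1 of 39 cases (1 adjusted over the list alone; median 0.15, camera adjusted p = 0.00491, adjusted p = 0.263 with an estimated correlation). With 1 array left out, 0 to 1 ribosomal protein genes were called.

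DNA replication and S phase genes rose in 35 of 51 cases (35 adjusted over the list alone; median 1.29, camera adjusted p = 1.09e-21, adjusted p = 0.335 with an estimated correlation), with CDC6 at 2.15 ± 0.22, adjusted p = 0.00126 and the primase subunit PRIM1 at 2.09 ± 0.22, adjusted p = 0.00128. Mitosis genes rose in 8 of 48 cases (8 adjusted over the list alone; median 0.68, camera adjusted p = 2.79e-12, adjusted p = 0.446 with an estimated correlation), with CDC25A at 1.83 ± 0.16, adjusted p = 0.000751. Among p53 target genes 10 of 24 fell (10 adjusted over the list alone; median -0.84, camera adjusted p = 1.10e-06, adjusted p = 0.379 with an estimated correlation), including CDKN1A (-3.02 ± 0.46, adjusted p = 0.0046) and the death receptor FAS (-2.66 ± 0.13, adjusted p = 0.000168). In the TRAIL apoptosis pathway 4 of 20 genes fell (4 adjusted over the list alone; median -0.13, camera adjusted p = 0.12), with TNFRSF11B at -5.28 ± 0.16, adjusted p = 5.74e-05. Interferon-stimulated genes fell in 8 of 48 cases (7 adjusted over the list alone; median -0.30, camera adjusted p = 0.0139, adjusted p = 0.838 with an estimated correlation), with IFIT1, which binds viral RNA, at -2.98 ± 0.27, adjusted p = 0.000835. The call of that list was lost without BJELM replicate 2 (median -0.19, adjusted p = 0.0738) and by fry (adjusted p = 0.486). Cytokines and chemokines held 3 genes that rose and 2 that fell among 24 (3 and 2 adjusted over the list alone; median 0.21, camera adjusted p = 0.172), with CXCL1 at 2.68 ± 0.20, adjusted p = 0.000482 and CXCL12, a stromal chemokine, at -2.69 ± 0.37, adjusted p = 0.00321, and the list passed without BJELM replicate 2 (median 0.37, adjusted p = 0.00973). With 1 array left out, 6 to 18 mitosis genes and 5 to 10 interferon-stimulated genes were called.

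Extracellular matrix genes fell on the arrays labelled BJELM in 31 of 45 cases (31 adjusted over the list alone; median -1.35, camera adjusted p = 1.29e-16, adjusted p = 0.379 with an estimated correlation), among them MFAP5 (-5.26 ± 0.29, adjusted p = 0.000211), the proteoglycan decorin, DCN (-4.02 ± 0.47, adjusted p = 0.00188), and FBLN1 (-3.85 ± 0.21, adjusted p = 0.000214). Fibroblast identity genes fell in 11 of 26 cases (11 adjusted over the list alone; median -0.67, camera adjusted p = 1.88e-10, adjusted p = 0.263 with an estimated correlation), with the surface marker CD248 at -3.49 ± 0.33, adjusted p = 0.00095 and PDGFRA at -3.38 ± 0.098, adjusted p = 5.74e-05. Smooth muscle and SRF target genes fell in 10 of 20 cases (11 adjusted over the list alone; median -1.12, camera adjusted p = 2.09e-07, adjusted p = 0.46 with an estimated correlation), with MYOCD, a coactivator of SRF, at -3.32 ± 0.43, adjusted p = 0.00261. In TGF-beta signalling 7 of 18 genes fell and TGFB2 rose (7 and 1 adjusted over the list alone; median -0.78, camera adjusted p = 1.24e-06, adjusted p = 0.365 with an estimated correlation), with LTBP2 at -2.70 ± 0.12, adjusted p = 0.000113 and TGFB2 at 1.53 ± 0.22, adjusted p = 0.00404. Angiogenesis inhibitors fell in 7 of 11 cases (7 adjusted over the list alone; median -1.39, camera adjusted p = 1.71e-07, adjusted p = 0.253 with an estimated correlation), with SERPINF1 at -3.21 ± 0.16, adjusted p = 0.000168 and THBS1 at -1.92 ± 0.079, adjusted p = 9.93e-05. Angiogenesis promoters fell in 6 of 14 cases (6 adjusted over the list alone; median -0.72, camera adjusted p = 9.38e-05, adjusted p = 0.253 with an estimated correlation), with the TIE2 ligand ANGPT1 at -2.81 ± 0.15, adjusted p = 0.000184 and VEGFC at -1.32 ± 0.14, adjusted p = 0.00142. Of the smooth muscle genes 6 to 12 were called with 1 array left out.

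Chromatin writers rose in 7 of 55 cases (7 adjusted over the list alone; median 0.37, camera adjusted p = 0.000637, adjusted p = 0.39 with an estimated correlation), with the arginine methyltransferases PRMT3 at 1.35 ± 0.089, adjusted p = 0.000347 and PRMT5 at 1.25 ± 0.11, adjusted p = 0.000681. NCOA1, a nuclear receptor coactivator named after its values were seen, fell by 1.03 ± 0.12 (adjusted p = 0.00173), and stood under the fold minimum without BJ replicate 1 (-0.998, adjusted p = 0.0162) and without BJELM replicate 2 (-0.88, adjusted p = 0.00569). Chromatin readers and remodelers held 8 genes that rose and 2 that fell among 68 (8 and 2 adjusted over the list alone; median 0.22, camera adjusted p = 0.00343, adjusted p = 0.446 with an estimated correlation), with AKAP1 at 2.02 ± 0.099, adjusted p = 0.000155, the remodeler CHD7 at 1.64 ± 0.088, adjusted p = 0.000201 and the SWI/SNF ATPase SMARCA2 at -1.46 ± 0.092, adjusted p = 0.000304. Leaving out the members it shares with other lists ended that call (median 0.15, adjusted p = 0.0638). Among chromatin erasers 2 of 40 rose and 1 fell (2 and 1 adjusted over the list alone; median 0.024, camera adjusted p = 0.74), with the demethylase KDM1A at 1.23 ± 0.085, adjusted p = 0.000386. Of the genes named by the study 15 of 26 rose and 6 fell (15 and 6 adjusted over the list alone; median 1.14, camera adjusted p = 0.00198, adjusted p = 0.263 with an estimated correlation), which is not independent evidence, since the study chose them on these samples. They include NOLC1 (1.65 ± 0.10, adjusted p = 0.000284), a nucleolar phosphoprotein, and TSHZ3 (-1.38 ± 0.15, adjusted p = 0.00144), a zinc finger transcription factor.

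Among markers of other cell types, 2 of 16 epithelial (median -0.072, camera adjusted p = 0.236), 1 of 14 leukocyte (median 0.012, camera adjusted p = 0.5) and 1 of 6 melanocyte markers (median 0.034, camera adjusted p = 0.73) fell, with the same counts adjusted over the list alone. The melanocyte marker was MITF, a transcription factor (-1.69 ± 0.11, adjusted p = 0.000313). Immediate-early genes fell in 3 of 13 cases (3 adjusted over the list alone; median -0.14, camera adjusted p = 0.184), with ZFP36 at -1.48 ± 0.16, adjusted p = 0.00142. Among control genes 1 of 9 rose (1 adjusted over the list alone; median 0.018, camera adjusted p = 0.278). In 6 lists with 88 genes limma called 0 genes on the arrays labelled BJELM, while 31 had an unadjusted p under 0.05, 22 had an adjusted p under 0.05 below the fold minimum, and the methods' t-test with a 2-fold minimum called 0. The medians of these were -0.32 for class I antigen presentation, 0.094 for glycolysis, -0.076 for HOX genes, 0.047 for endothelial markers, -0.023 for pluripotency markers and 0.18 for heat shock genes, with camera adjusted p between 0.109 and 0.904. Class I antigen presentation passed without BJEL replicate 1 (adjusted p = 0.0414), without BJEL replicate 2 (adjusted p = 0.0406) and with only the 2 groups compared (adjusted p = 0.0414), each at the same median. The methods' t-test could add little here too, since 1645 of all genes reached 2-fold and limma called 1619 of them. Called with 1 array left out were 0 to 2 epithelial, 0 to 1 leukocyte, 1 to 3 immediate-early, 0 to 1 control, 0 to 2 class I antigen presentation, 0 to 1 glycolysis and 0 to 1 HOX genes.

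The comparison of BJELM with BJEL isolates the last step, in which MYC, puromycin and 4-hydroxytamoxifen were added together. On the arrays labelled BJELM, interferon-stimulated genes were lower than in BJEL, and CCND2 and genes of ribosome biogenesis were higher, neither list past the test with an estimated correlation (adjusted p = 0.321 and adjusted p = 0.16). Of 494 genes that passed (2.68% of those tested), 170 rose and 324 fell. Without BJEL replicate 1 the numbers were 152 and 195, and without BJELM replicate 2 they were 179 and 214, a smaller excess of falls. After CCND2, the largest rises among genes at or above the median level were those of SLC27A2, a fatty acid transporter (2.81 ± 0.19, adjusted p = 0.00181), CA12, a carbonic anhydrase (2.69 ± 0.11, adjusted p = 0.000515), and the bradykinin receptor BDKRB1 (2.40 ± 0.29, adjusted p = 0.00699). MX1 had the largest fall among genes at or above that level (-5.69 ± 0.39, adjusted p = 0.00181), followed by OAS2, which senses double-stranded RNA (-5.54 ± 0.32, adjusted p = 0.0012).

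Interferon-stimulated genes fell in 41 of 48 cases from BJEL to the arrays labelled BJELM (44 adjusted over the list alone; median -3.33, camera adjusted p = 1.29e-38, adjusted p = 0.321 with an estimated correlation). RSAD2 changed by -5.77 ± 0.45, adjusted p = 0.0024 and IFIT1 by -4.87 ± 0.27, adjusted p = 0.0012. Class I antigen presentation genes fell in 6 of 13 cases (6 adjusted over the list alone; median -0.91, camera adjusted p = 1.04e-08, adjusted p = 0.353 with an estimated correlation), including the immunoproteasome subunits PSMB9 (-2.73 ± 0.35, adjusted p = 0.00842) and PSMB8 (-2.00 ± 0.25, adjusted p = 0.00746). Cytokines and chemokines held 3 genes that rose and 2 that fell among 24 (3 and 2 adjusted over the list alone; median 0.10, camera adjusted p = 0.181), with CXCL8 at 2.28 ± 0.19, adjusted p = 0.00304, and the list passed without BJELM replicate 2 (median 0.32, adjusted p = 0.00112). In the TRAIL apoptosis pathway 3 of 20 genes fell (4 adjusted over the list alone; median -0.20, camera adjusted p = 0.0352, adjusted p = 0.321 with an estimated correlation), among them TNFRSF11B (-1.54 ± 0.16, adjusted p = 0.00483). That list's call was lost without BJELM replicate 1 (median -0.25, adjusted p = 0.0755), with quantile normalization over the genes (median -0.13, adjusted p = 0.0553) and, at the same median as before, with genes at or above the median level (adjusted p = 0.176) and above the group mean floor (adjusted p = 0.0936). Among p53 target genes 1 of 24 fell (1 adjusted over the list alone; median -0.15, camera adjusted p = 0.208), and the list passed without BJELM replicate 1 (median -0.31, adjusted p = 0.0221). Leaving out 1 array, the counts were 3 to 7 for class I antigen presentation, 3 to 5 for cytokines and chemokines, 1 to 3 for the TRAIL apoptosis pathway and 0 to 2 for p53 target genes.

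Ribosome biogenesis genes rose in 5 of 69 cases (5 adjusted over the list alone; median 0.38, camera adjusted p = 1.29e-16, adjusted p = 0.16 with an estimated correlation), with RRP1B at 1.27 ± 0.095, adjusted p = 0.00211 and RCL1 at 1.10 ± 0.093, adjusted p = 0.00304. Other MYC target genes rose in 4 of 27 cases (4 adjusted over the list alone; median 0.44, camera adjusted p = 1.23e-09, adjusted p = 0.147 with an estimated correlation), including POLR3G (1.43 ± 0.13, adjusted p = 0.00361) and the transferrin receptor TFRC (1.12 ± 0.11, adjusted p = 0.00446). In cholesterol synthesis 1 of 18 genes fell while the median was above 0 (1 adjusted over the list alone; median 0.23, camera adjusted p = 0.0151, adjusted p = 0.401 with an estimated correlation), and the list's call was lost without BJEL replicate 2 (median 0.22, adjusted p = 0.161). AKAP1, a mitochondrial anchoring protein with a Tudor domain, rose by 1.38 ± 0.099 (adjusted p = 0.0019), 1 of 68 chromatin readers and remodelers (1 adjusted over the list alone; median -0.038, camera adjusted p = 0.492). Of the genes named by the study 2 of 26 rose and 1 fell (2 and 1 adjusted over the list alone; median 0.072, camera adjusted p = 0.102), again not independent evidence. With 1 array left out, the counts were 0 to 1 for cholesterol synthesis, 1 to 2 for chromatin readers and remodelers and 2 to 6 for the genes named by the study.

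Extracellular matrix genes held 1 gene that rose and 2 that fell among 45 (1 and 2 adjusted over the list alone; median -0.27, camera adjusted p = 0.00491, adjusted p = 0.788 with an estimated correlation), and the list's call was lost without BJELM replicate 2 (median -0.012, adjusted p = 0.542) and by fry (adjusted p = 0.403). Fibroblast identity genes fell in 4 of 26 cases (4 adjusted over the list alone; median 0.07, camera adjusted p = 0.245), while the mean of -0.30 had the other sign than the median. TBX15 changed by -2.45 ± 0.14, adjusted p = 0.0012 and the surface nucleotidase NT5E by -2.37 ± 0.18, adjusted p = 0.00222. Smooth muscle and SRF target genes fell in 1 of 20 cases (1 adjusted over the list alone; median -0.39, camera adjusted p = 0.00245, adjusted p = 0.662 with an estimated correlation), and fry ended the call of this list too (adjusted p = 0.285). Angiogenesis promoters fell in 1 of 14 cases (1 adjusted over the list alone; median -0.42, camera adjusted p = 0.00421, adjusted p = 0.263 with an estimated correlation), the gene being ANGPT1 (-1.91 ± 0.15, adjusted p = 0.00222), and angiogenesis inhibitors in 1 of 11 (1 adjusted over the list alone; median -0.11, camera adjusted p = 0.132), the gene being SEMA3A, a repellent of axons and endothelial cells (-1.95 ± 0.18, adjusted p = 0.00371). HOX genes fell in 1 of 27 cases (median 0.012, camera adjusted p = 0.866), leukocyte markers in 1 of 14 (median 0.035, camera adjusted p = 0.978) and immediate-early genes in 1 of 13 (median -0.28, camera adjusted p = 0.0369, adjusted p = 0.579 with an estimated correlation), each with the same count adjusted over the list alone. The immediate-early call was lost without BJEL replicate 1 (median -0.14, adjusted p = 0.144) without BJELM replicate 1 (median -0.37, adjusted p = 0.0632), with genes at or above the median level (median -0.43, adjusted p = 0.0908), above the group mean floor (adjusted p = 0.0857) and by fry (adjusted p = 0.206). Leaving out 1 array, the called members numbered 0 to 5 for the extracellular matrix, 0 to 2 for smooth muscle, 1 to 2 for angiogenesis promoters, 0 to 1 for HOX genes and 0 to 1 for immediate-early genes.

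In 15 lists with 367 genes limma called 0 genes between BJEL and the arrays labelled BJELM, while 107 had an unadjusted p under 0.05, 39 had an adjusted p under 0.05 below the fold minimum, and the methods' t-test with a 2-fold minimum called 0. Leaving out 1 array, the counts were 0 to 3 for chromatin writers, 0 to 1 for chromatin erasers and 0 to 1 for epithelial markers. Of these lists, 4 shifted as a whole by camera: mitosis (median -0.39, camera adjusted p = 1.29e-09, adjusted p = 0.469 with an estimated correlation), nucleotide and one-carbon metabolism (median 0.59, camera adjusted p = 3.54e-09, adjusted p = 0.253 with an estimated correlation), cytosolic ribosomal proteins (median 0.14, camera adjusted p = 0.00421, adjusted p = 0.263 with an estimated correlation) and endothelial markers (median 0.14, camera adjusted p = 0.0378, adjusted p = 0.46 with an estimated correlation). Fry ended the mitosis call (adjusted p = 0.12). The endothelial call was lost without BJEL replicate 1 (median 0.11, adjusted p = 0.130), without BJELM replicate 1 (median 0.090, adjusted p = 0.137) and with quantile normalization over the genes (median 0.098, adjusted p = 0.113), and none of the 12 endothelial markers was called in any comparison. Medians of the others were -0.043 for DNA replication and S phase, 0.18 for aminoacyl-tRNA synthetases, 0.013 for glycolysis, 0.0033 for TGF-beta signalling, 0.00096 for chromatin writers and 0.029 for chromatin erasers. Epithelial markers had a median of 0.078, melanocyte markers 0.039, pluripotency markers 0.02, heat shock genes 0.04 and control genes -0.015. Aminoacyl-tRNA synthetases stood at camera adjusted p = 0.0506 and passed without BJELM replicate 2 (median 0.33, adjusted p = 0.00964), without BJEL replicate 1 (median 0.20, adjusted p = 0.0161), with quantile normalization (median 0.23, adjusted p = 0.0208) and, each at the same median as before, with genes at or above the median level (adjusted p = 0.0281), with only the 2 groups compared (adjusted p = 0.0485) and without BJ replicate 1 or BJ replicate 2 (adjusted p = 0.0495 each).

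**Figure D2:**
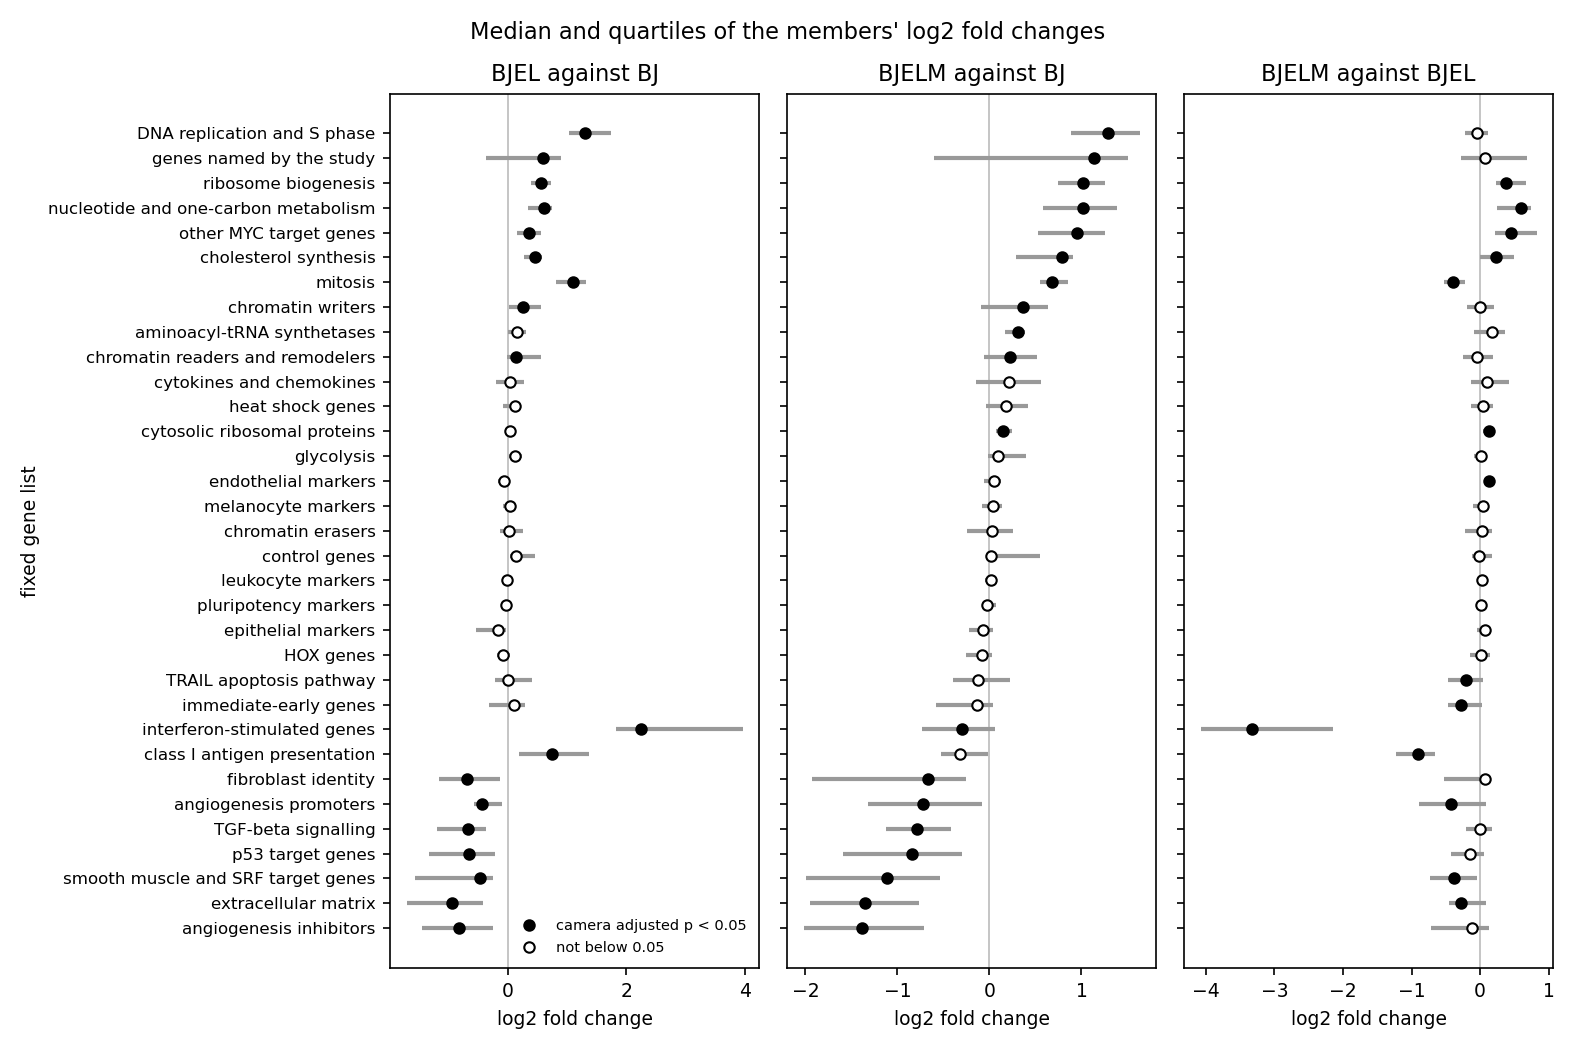
Median log2 fold change (points) and quartiles (gray bars) of the members of each fixed gene list, in BJEL against BJ, BJELM against BJ and BJELM against BJEL, with filled points where the camera adjusted p with the preset correlation was below 0.05. Interferon-stimulated genes lie at 2.25, -0.30 and -3.33 in the 3 panels, extracellular matrix genes at -0.95, -1.35 and -0.27, and ribosome biogenesis genes at 0.56, 1.02 and 0.38.

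Over the 99 tests of lists, 51 passed with the preset correlation of 0.01, 0 passed camera with an estimated correlation, and 54 passed fry, which asks whether a list's genes move on balance one way. By fry 6 of the 51 lost their calls, as given above, and 9 further tests passed: epithelial markers, the TRAIL apoptosis pathway and control genes in BJEL against BJ, epithelial markers, the TRAIL apoptosis pathway, HOX genes, melanocyte markers and heat shock genes in BJELM against BJ, and the genes named by the study in BJELM against BJEL. The median, mean and test direction of a list differed in sign in 12 of the 99 tests, of which 0 were among the 51.

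Genes were next sorted by their calls in both comparisons with BJ, as the study sorted its co-expression groups. Of 1928 genes called in at least 1 comparison, 49.5% changed in BJEL, 84.0% on the arrays labelled BJELM and 33.5% in both. Higher in both lines were 276 genes, such as TERT, ELOVL2 and CXCL8, and lower in both were 361, such as SULF1, CEMIP and PDGFRA. Independent sets of these sizes would share 21.8 higher and 19.8 lower genes. Since both comparisons use the same BJ arrays, 100 simulations of unchanged groups against shared controls were set beside them. They gave on average 0.01 genes called in both and at most 1, with a correlation of fold changes across genes of 0.499 where the data gave 0.734, and a covariance of 0.00954 where the data gave 0.230. With only 2 BJ arrays the controls were not split, and part of the excess over these values may come from the shared BJ arrays.

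The remaining groups changed in 1 line or in opposite directions, and the difference between BJELM and BJEL was tested for each gene. Called higher on the arrays labelled BJELM and not in BJEL were 476 genes, of which 128 also rose from BJEL, CCND2 and RRP1B among them. Called lower on the arrays labelled BJELM and not in BJEL were 498 genes, of which 138 also fell from BJEL. In BJEL and not on the arrays labelled BJELM, 250 genes were higher, of which 79 fell from BJEL to BJELM, MX1 and RSAD2 among them, and 59 were lower, of which 7 rose. For the genes of these groups whose own difference was not called, a difference between the lines is not shown. Higher in BJEL and lower on the arrays labelled BJELM were 7 genes, all of which also fell between them: IFIT1 (1.89 ± 0.27, adjusted p = 0.00673 in BJEL), IFIT2 (2.36 ± 0.27, adjusted p = 0.00321), IFIT3 (1.90 ± 0.24, adjusted p = 0.00418), PARP9, SAMD9, SAMD9L and TBX15. Of these, PARP9 lost its call against BJ on the arrays labelled BJELM without BJ replicate 1 (-1.02, adjusted p = 0.192), BJ replicate 2 (-1.40, adjusted p = 0.0797) or BJELM replicate 2 (-0.95, adjusted p = 0.161), and TBX15 its call in BJEL without BJEL replicate 1 (0.97, adjusted p = 0.0152). Only CA12 went the other way, lower in BJEL (-1.66 ± 0.11, adjusted p = 0.000734) and higher on the arrays labelled BJELM (1.03 ± 0.11, adjusted p = 0.00127), and without BJ replicate 2 the latter stood under the fold minimum (0.91, adjusted p = 0.00702). PARP9, SAMD9 and SAMD9L were named here after their values were seen.

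Whole chromosomes were compared last, to see whether shifts followed chromosome copy. Over chromosomes 1 to 22 and the 3 comparisons, camera called 0 of 66 tests with the preset correlation and 0 with an estimated correlation, and 2 had an unadjusted p under 0.05. The lowest adjusted p was that of chromosome 22 between BJEL and the arrays labelled BJELM (median 0.11 over 423 genes, adjusted p = 0.122). With genes at or above the median level alone, chromosome 22 passed in that comparison (median 0.12, adjusted p = 0.0199).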

Values the study reported

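The study reported 1700 differentially expressed genes over both comparisons with BJ. Of these, 47% were reported to change at the pre-transformation step, 65% after full transformation and about 12% after both.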

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

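The tests of technical explanations in this part were chosen after the result was seen, and the tests of the gene lists were planned. In 2 gene lists the lines moved apart: the medians against BJ had opposite signs in BJEL and on the arrays labelled BJELM, at least 1 of these changes passed camera at the preset correlation, and so did the difference between these lines. With an estimated correlation, interferon-stimulated genes had adjusted p = 0.37 in BJEL and adjusted p = 0.838 on the arrays labelled BJELM, each against BJ. Class I antigen presentation in BJEL had adjusted p = 0.469, and fry ended its call (adjusted p = 0.0668). In 3 further lists, the TRAIL apoptosis pathway, immediate-early genes and endothelial markers, the signs were opposite and the difference passed at the preset correlation (adjusted p = 0.321, adjusted p = 0.579 and adjusted p = 0.46 with an estimated correlation), a call that several alternatives ended, and neither change against BJ passed. Interferon-stimulated genes had medians of 2.25 and -0.30 against BJ, and the difference of BJELM from BJEL was -3.33 (camera adjusted p = 1.29e-38, adjusted p = 0.321 with an estimated correlation), lower for 48 of 48 genes. Class I antigen presentation genes had medians of 0.75 and -0.32 against BJ, and the difference was -0.91 (camera adjusted p = 1.04e-08, adjusted p = 0.353 with an estimated correlation), lower for 13 of 13 genes.

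For the interferon-stimulated genes, 1 mislabelled array is argued against, since the lower BJEL array had a list median 2.34 above the highest of the other 4 arrays. The authors' normalization is argued against by 466 genes of matched level outside the list, whose median difference between BJELM and BJEL was 0.021. The replicate number is argued against by the smaller of the differences within replicate 1 and within replicate 2, which was -3.00. The introduced MYC, 4-hydroxytamoxifen and puromycin, each given to BJELM alone, and the SV40 early region and hTERT, given to both lines, stay open as biological differences and were not tested. A state of these BJEL cultures that no label records may also account for the pattern, which the 2 arrays do not test.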

How the results depend on the processing

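All alternatives in this part were planned. Leaving out each array in turn, with the lone array assumed to vary like the others, gave 718 to 1026 genes for BJEL against BJ, 1393 to 1782 for BJELM against BJ, 347 to 599 for BJELM against BJEL, 1638 to 2108 genes in the co-expression groups, 48 to 52 lists and 0 to 0 chromosomes. The methods' t-test, without the study's modification, at unadjusted p with 2-fold gave 465, 880 and 231 genes and a union of 1094, and after adjustment 0, 0, 0 and 0, since with so few residual degrees of freedom per gene it borrows no spread from other genes. With adjusted p alone and no fold minimum the counts were 3228, 5195 and 1992, as the rule then admits smaller changes. With an estimated correlation 0 gene lists passed. That correlation is estimated from the 3 residual degrees of freedom of the fit, so this setting has little power. Its lowest unadjusted p among the 99 tests was 0.0039, for ribosome biogenesis in BJELM against BJ, which adjustment raised to 0.147. A list that did not pass it is therefore not shown to be unchanged. With genes at or above the median level 1 chromosome passed, and the cause was not tested. The numbers 1 and 2 need not pair the arrays. With the replicate block, 993, 1644 and 544 genes passed, with 1975 in the co-expression groups, 52 lists and 0 chromosomes. The lists it moved were epithelial markers in BJEL against BJ (adjusted p = 0.0136) and class I antigen presentation in BJELM against BJ (adjusted p = 0.0345), which passed, and endothelial markers in BJELM against BJEL (adjusted p = 0.0587), which did not. Among named genes it added KRT19 in BJEL against BJ and DSP in BJELM against BJEL. It changed no other call of a list, chromosome or named gene. The differences between replicate 2 and replicate 1 correlated across genes at 0.448, 0.481 and 0.553 between cell lines, and the third principal component, with 7.91% of the variance, separated the numbers. The other alternatives kept these counts within 1.5 times. Of 353 values of named genes, 241 were called and 189 of these calls held without each array in turn. Over all alternatives, results of named genes stayed on their side of the threshold 4503 times, fell below it 371 times and rose past it 34 times. Those of lists did so 1454, 75 and 28 times, and those of chromosomes stayed 923 times and rose past it once. Of the falls of named genes, 241 came from the methods' t-test after adjustment, and of the falls of lists, 51 came from the estimated correlation. Both settings called 0, so these totals do not measure how the other alternatives behaved. The scalings moved the median of all genes by at most 0.041 on the log2 scale. Signal near background hides changes in dim genes.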

Other observations

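The tests in this part were chosen after the result was seen, except the test of the ribosome biogenesis list, the fit of every probe set and the methods' t-test over the genes, which were planned. Replication-dependent histone genes, which supply new chromatin in S phase, were higher in both derived lines. Of 57 such genes, 21 rose in BJEL (median 0.86, camera p = 1.41e-21, and p = 0.0738 with an estimated correlation) and 18 on the arrays labelled BJELM (median 0.88, camera p = 1.70e-17, and p = 0.0951 with an estimated correlation), and 1 rose between the derived lines (median 0.014). H2BC3 rose by 1.41 in BJEL (adjusted p = 0.0039) and H2AC12 by 1.43 (adjusted p = 0.00814). Of the 57, 49 lie on chromosome 6. The 57 genes hold 56 distinct sets of values, since H4C14 and H4C15 have the same signals. Both are counted among the genes that rose in BJEL and on the arrays labelled BJELM. The camera p-values of this part are unadjusted. CDKN2A, which encodes the p16 and ARF tumor suppressors, rose by 1.88 in BJEL (adjusted p = 0.00119) and by 1.96 on the arrays labelled BJELM (adjusted p = 0.000499).

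Of 12083 probe sets that the probe table does not list, 79 were called in BJEL against BJ, 167 in BJELM against BJ and 37 in BJELM against BJEL. Called genes with several probe sets numbered 32, 52 and 21. Of these, 11, 26 and 8 had another probe set that did not reach 2-fold in the same direction, with the opposite sign in 2, 4 and 1.

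MYC was not higher on the arrays labelled BJELM. An exchange of the labels BJEL and BJELM is argued against by the ribosome biogenesis list, whose median was 0.38 higher on the arrays labelled BJELM. That list passed camera at the preset correlation (adjusted p = 1.29e-16) and not with an estimated correlation (adjusted p = 0.16), and 5 of its 69 members were called. A signal at the top of the range is argued against by the gap of 2.47 from the highest MYC value to the lowest 99th percentile of the arrays. MYC has 1 probe set with its symbol, so a probe set that reads little of the introduced sequence cannot be told apart from a low total MYC transcript. The study also measured the introduced MYC by RT-qPCR and reported MYC-ER protein overexpressed on a Western blot. The blot goes with the label, and these measures were not used here. The study's own expression ratios for MYC lie above BJ in BJEL and below BJ in BJELM, the same directions as the signals here. A lower level of the cell's own MYC transcript in the presence of the introduced MYC may also account for the MYC signal, and was not tested.

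A group of zinc finger genes that lie together on chromosome 19, from ZNF253 to ZNF254 in the GRCh38.p14 annotation, was higher in BJEL than in both other lines. Of its 31 measured members, 16 rose in BJEL (median 1.03, camera p = 1.04e-16, and p = 0.0882 with an estimated correlation) and 9 fell from BJEL to the arrays labelled BJELM (median -0.84, camera p = 6.53e-17, and p = 0.0869 with an estimated correlation), such as ZNF730 (2.45, adjusted p = 0.0014, and -1.76, adjusted p = 0.00686) and ZNF91 (1.36, adjusted p = 0.00243, and -1.28, adjusted p = 0.00568). Gain of a segment that reaches beyond the cluster is argued against by 53 other genes in or beside it. Their median in BJEL was -0.018. Of these genes, 25 were taken on each side of the cluster, so a gain confined to the cluster cannot be told apart by them. The study's SNP analysis of copy number was not used here. The replicate number is argued against by the smaller of the cluster's medians within the 2 numbers, 0.94. Signal shared between near-identical members cannot be told apart from separate rises of the 16 members, since probe sequences were not compared. Medians of zinc finger genes in BJEL were 0.23 for 206 elsewhere on chromosome 19 and 0.12 for 257 on other chromosomes, and a biological difference between the lines stays open and untested.

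At the study's thresholds, the methods' t-test in its plain form, without the study's modification, called 1094 genes over both comparisons with BJ. That is lower than the value quoted from the study above, while the 1307 probe sets called are within 1.5 times of it. Of these genes, 42.5% were called in BJEL and 80.4% on the arrays labelled BJELM, each within 1.5 times of the value quoted above. The share called in both comparisons was 22.9%. That is higher than the value quoted from the study above.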
